A study of Homo sapiens with 4 samples. Its data were reported in "Cardiogenic programming of human pluripotent stem cells by dose-controlled activation of EOMES" (2018).

How the data were processed

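Gene expression was measured in HuES6 cells, an established human embryonic stem cell line, with Illumina HumanHT-12 V4 bead arrays, on which each probe is a short oligonucleotide that captures biotin-labelled RNA of a gene. Cells kept in medium that held Activin A at 5 ng/ml and FGF2 at 20 ng/ml were left untreated or were stimulated for 4 h with 20 ng/ml BMP4, a ligand of the BMP receptors, with 5 µM CHIR99021, an inhibitor of GSK3 that activates canonical WNT signaling, or with both. Each of the 4 groups holds 1 array, so no p-value was computed for any difference between groups and no difference has a replicate check. Groups were taken from the treatment given in the labels.

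The authors deposited, per the file headers, a linear intensity for each of 47321 probes on each array without normalization, together with a detection p-value from the scanner software GenomeStudio, whose version is not given in the sources used here. The deposited detection p-value compares a probe with negative control probes and moves in steps of 1 in 770. The authors also deposited a table of normalized intensity values on a linear scale. Each column of that table had a median of 5.18 and about 26.7% of its values at 0, and each column followed its own array's raw intensity by rank (Spearman's rho 0.99 across probes, against at most 0.873 for the other arrays). For its arrays the study's methods name a cubic spline normalization after subtraction of background in GenomeStudio, and how negative values were treated is not given in the sources used here. The bead-level standard deviations behind the study's own statistics were not used here.

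The raw intensities were background-corrected with the normexp model of limma 3.58.1 in R 4.3.3, with the background estimated from the detection p-values since negative control probes were not used here. An offset of 16 was added, and the arrays were quantile-normalized and put on the log2 scale. The offset pulls differences of dim probes towards 0. Raw medians ran from 88.7 to 93.6, and 15980 to 16762 probes per array, 33.8% to 35.4%, had a detection p below 0.01. The number of arrays limits the precision of every value.

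Probes were named through a platform annotation table, with symbols updated by Entrez ID through the RefSeq genes of GRCh38.p14, which matched 30073 of 30120 listed probes. A single symbol was found for 30112 probes, several symbols for 8, which were left unnamed, and 17201 probes were not listed and are unnamed here. For each of 20046 gene symbols the probe with the highest mean over the 4 arrays was used, and 6691 symbols had further probes. A gene was detected if its probe had a detection p below 0.01 on at least 1 array, which held for 11282 genes.

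The choices that follow were made before the data were examined. A gene was called higher or lower if its probe was detected on at least 1 of the arrays compared and the log2 difference was at least 1 in size, which is the size rule. Each treatment was compared with untreated cells, and each again in the presence of the other treatment (both treatments against CHIR99021 alone, and both against BMP4 alone). The single-treatment difference and its counterpart share no array. The departure from additivity was log2 of both minus BMP4 minus CHIR99021 plus untreated. Main effects were the means of a treatment's differences in the 2 backgrounds. Named genes were the 12 largest increases and 8 largest decreases against untreated that passed the size rule again in the other background, the 12 and 8 largest passing under both treatments, the 10 largest departures each way, and members of fixed lists and of the lists the study made from these arrays. Where the dimmer array did not detect a probe, the fold is given as "at least", from the brighter array's value against the higher of the probe's own value and the lowest value among detected probes on the dimmer array, all on the normalized log2 scale, and no fold is given below 1 or where neither array detected the probe.

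There were 24 fixed lists, 18 for pathways and lineages and 6 for other cell types. For each list and comparison the median log2 difference over detected members was set among 10000 random lists of the same size matched on mean intensity in 20 bins, and its percentile describes these arrays only. This gave 144 medians, of which 138 have a percentile, and 47 of these lay below percentile 5 or above 95. Intervals of shares are exact (Clopper-Pearson) at 95% and cover counting of genes only. To see what unchanged arrays would give, each array's noise was drawn 100 times from the departures divided by 2 within the intensity bins, which takes every departure as noise and so counts any true departure as noise too. Other probes of a gene were compared in sign as a check on single probes.

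The calling steps were tested on simulated data with noise of 0.15 (SD, log2) on 20046 genes. For BMP4 against untreated, 40 of 50 genes made higher by 1.5 and all 50 made higher by 2 were called, as were 32 of 50 made lower by 1.5 and 44 of 50 made lower by 2. Of 19846 unchanged genes, 10 were called in that comparison and 219 in the departure from additivity. Each result was computed again with the authors' deposited values (values below 0 set to 0, plus 16, log2), without background correction, with median scaling, with an offset of 50, with 3 other rules for dim probes, with the mean over a gene's probes, and for counts with a log2 difference of at least 1.5. The medians of the BMP and WNT target lists were also computed without probes the study had chosen on these arrays, an alternative chosen after seeing the data. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.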

Results

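Global transcript levels were compared between undifferentiated HuES6 human embryonic stem cells and the same cells exposed for 4 h to BMP4, to the GSK3 inhibitor CHIR99021, or to both. The experiment asks which genes respond early to BMP signaling, which to canonical WNT signaling, and how they respond when both inputs are present. There was 1 array per group. Between 15980 probes (CHIR99021) and 16762 probes (untreated) were detected per array, and the arrays correlated with r from 0.984 to 0.99 across 18916 probes detected on any of them. All values are normalized log2 intensities or their differences, without replicates.

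BMP4 alone was marked by higher levels of classical BMP-SMAD target genes. HAND1, a basic helix-loop-helix factor of lateral mesoderm and trophoblast, was at least 6.53-fold higher than in untreated cells, where it was not detected. The inhibitors of differentiation ID1, ID3 and ID2 were 7.61-fold, 5.00-fold and 3.01-fold higher, and SMAD6 and BAMBI, feedback inhibitors of the pathway, were 2.78-fold and 2.37-fold higher. TFAP2A, a transcription factor of surface ectoderm and neural crest, was at least 1.75-fold higher. In total, 22 genes were higher and 10 were lower under BMP4 among 10864 genes measured in this comparison.

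Of those 22 genes, 13 were higher by the size rule again when BMP4 was added to CHIR99021. Besides the genes above, these were CBLN1 (at least 2.11-fold alone and 2.60-fold with CHIR99021), PDE4B (at least 2.08-fold and 2.55-fold), the cadherin gene CDH6 (2.19-fold and 2.02-fold), EMILIN2 (2.14-fold and 2.80-fold), the homeobox gene PRRX2 (2.07-fold and 2.51-fold), and EOMES (at least 1.96-fold and 2.54-fold). PDE4B had a second detected probe with smaller log2 differences, 0.50 alone and 0.31 with CHIR99021. The folds given as "at least" hold for this processing only. Under BMP4 alone the log2 difference was 1.03 for EOMES and 1.27 for TFAP2A, and the lowest over the other scalings was 0.39 and 0.45. No gene was lower in both backgrounds. Of the 10 genes lower under BMP4 alone, 5 had the same sign with CHIR99021 present, and 10 was within the range of the simulated unchanged arrays, which gave a mean of 5.15 and at most 12 lower genes.

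Among 17 detected BMP-SMAD targets, 7 were higher under BMP4 and none was lower, with a median log2 difference of 0.50 that exceeded the medians of all 10000 random lists. The 7 were BAMBI, HAND1, ID1, ID2, ID3, SMAD6 and TFAP2A. When BMP4 was added to CHIR99021, 8 of the 17 were higher, MSX1 in addition, and the median was 0.92. The list shares 6 probes with the study's own BMP-driven list and 1 with its WNT-driven list, both made from these arrays. Without them the median under BMP4 was 0.15 over 10 genes (percentile 90.4). The study picked its BMP-driven probes on these arrays, where all of them were above 0 under BMP4. Leaving them out lowers the median by construction, so 0.15 neither tests nor corrects the 0.50. WNT-beta-catenin targets had a median of 0.03 under BMP4 (percentile 64.9), and 0 of 17 passed the size rule. Markers of amnion, trophoblast or surface ectoderm had a median of 0.29 (percentile 99.7), with TFAP2A the member that passed, and primitive streak genes a median of 0.27 (percentile 98.1), with EOMES the member that passed. The order-statistic intervals of these medians, -0.27 to 0.93 and -0.29 to 1.03, both hold 0, and the second is the full range of the primitive streak genes.

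The BMP4 effect was then compared between 2 pairs of arrays that share no array. Of the 32 genes passing the size rule under BMP4 alone, 23 had the same sign in the presence of CHIR99021, a share of 71.9% (exact 95% interval 53.3% to 86.3%) where chance gives 50%. With the authors' values 43 of 72 did, 59.7%, with an interval from 47.5% to 71.1% that holds 50%. Across the 11282 detected genes, which are not independent replicates, the 2 BMP4 effects correlated with r = 0.24. The split of 22 higher and 10 lower genes turned to 16 and 21 with median scaling, and was 41 and 31 with the authors' values.

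**Figure D1:**
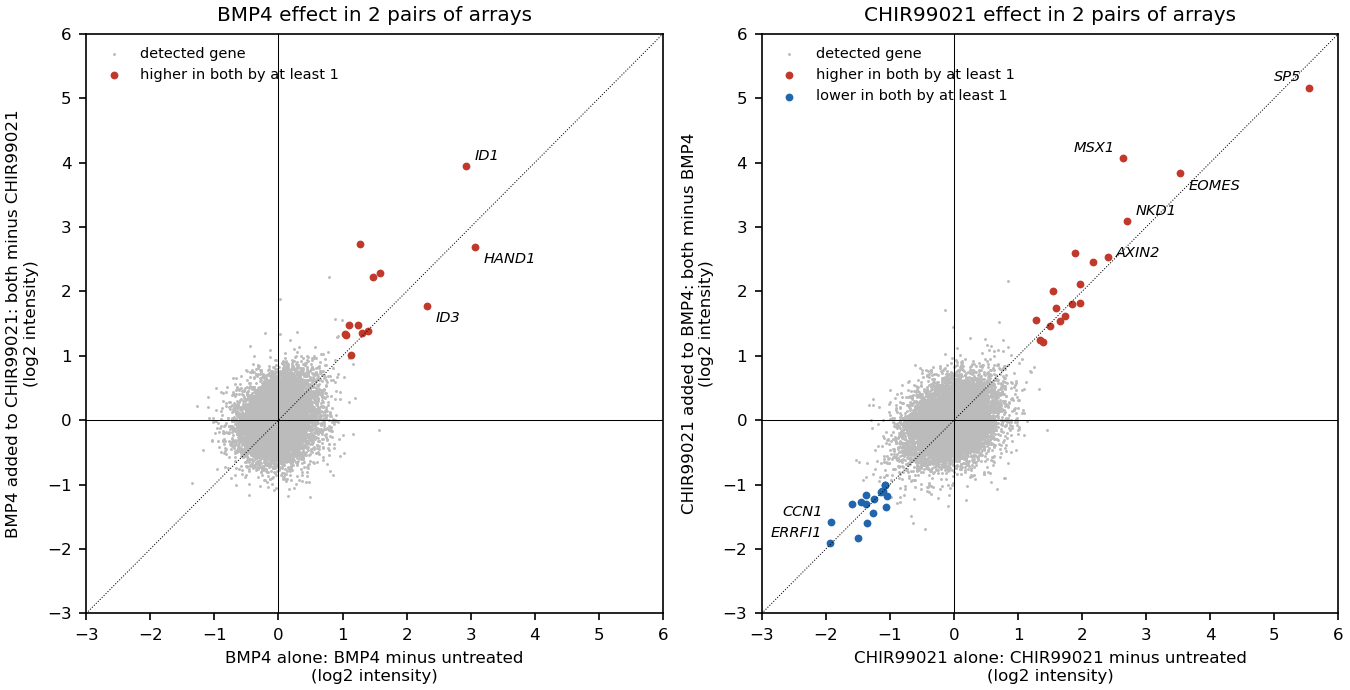
Log2 differences of detected genes (grey points) for BMP4 (left) and CHIR99021 (right), alone on the horizontal axis and in the presence of the other treatment on the vertical axis, with the dotted line marking equal values. Red points mark the 13 and 18 genes higher in both comparisons and blue points the 17 genes lower in both, and the blue group appears in the right panel.

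CHIR99021 alone was marked by higher levels of WNT feedback and primitive streak genes. SP5, a direct WNT target, was at least 29.0-fold higher than in untreated cells and EOMES, a T-box factor of the primitive streak and cardiac mesoderm, at least 11-fold higher, neither being detected in untreated cells. The WNT feedback inhibitors NKD1 (at least 4.34-fold) and AXIN2 (5.28-fold) were higher, as were NODAL (4.48-fold), the homeobox gene MSX1 (6.24-fold) and the WNT modulator DACT1 (3.92-fold). CDX1, a posterior homeobox gene, was at least 2.55-fold higher. ID2 (3.70-fold), the metalloproteinase gene MMP16 (at least 3.44-fold), GAD1 (3.31-fold) and the Activin and BMP antagonist FST (3.16-fold) complete the 12 largest increases that recurred in the presence of BMP4.

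Genes lower under CHIR99021 outnumbered those that were higher, 63 against 36 among 10747 measured genes, but at a log2 difference of at least 1.5 there were 4 lower and 15 higher. ERRFI1, a feedback inhibitor of EGF receptor signaling, was 3.81-fold lower, and the matricellular genes CCN1 and CCN2 were 3.76-fold and 3.01-fold lower from high levels in untreated cells (log2 intensity 11.81 and 12.85). CH25H, a cholesterol hydroxylase, was 2.82-fold lower, ANKRD1 2.73-fold, the cytokine gene IL6 2.60-fold, the Nodal antagonist LEFTY1 2.58-fold and the transcriptional repressor HBP1 2.56-fold lower. These 8 were lower again in the presence of BMP4, as were 9 further genes. The CHIR99021 array also had the fewest detected probes of the 4.

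**Figure D2:**
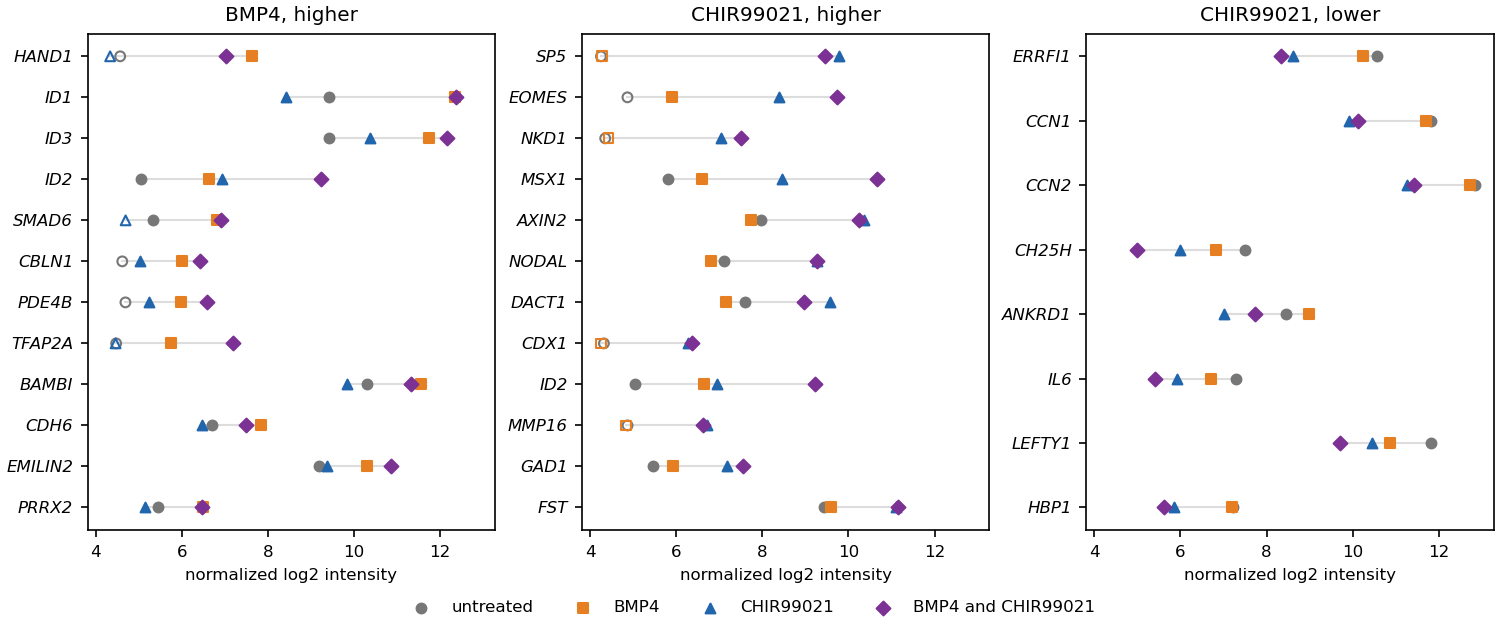
Normalized log2 intensity (horizontal axis) of the named genes for BMP4 (left) and CHIR99021 (middle and right) on each of the 4 arrays, 1 point per array, with open symbols where the probe was not detected. The BMP4 and the combined array lie to the right for ID1, both arrays with CHIR99021 lie to the right for SP5, and both lie to the left for ERRFI1.

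By list, 6 of 17 detected WNT-beta-catenin targets were higher under CHIR99021 (AXIN2, CDX1, LEF1, NKD1, SP5 and ZNRF3) and none was lower. Their median was 0.37, above 9999 of 10000 random lists, and 0.71 when CHIR99021 was added to BMP4, where 7 passed. The list shares 5 probes with the study's WNT-driven list, and without them the median under CHIR99021 was 0.20 over 12 genes (percentile 96.6). LEF1 stayed among these 12, since the study's list holds it at another probe, so this median is not free of the study's choice. The probes left out were picked on these arrays, where all of them were above 0 under CHIR99021. Leaving them out lowers the median by construction, so 0.20 neither tests nor corrects the 0.37. MYC (-0.55) and CCND1 (-0.19), often listed as WNT targets, did not pass. Of 7 detected primitive streak genes, EOMES, MIXL1 and NODAL were higher (median 0.70, above all random lists), and TBXT was detected on the combined array alone. The order-statistic interval of that median, -0.12 to 3.53, is the full range of the 7 genes, so it holds 0 once any of them lies below 0. This list shares 4 probes with the study's WNT-driven list, among them those of EOMES, MIXL1 and NODAL. The posterior group held 3 detected genes, of which CDX1 passed, with CDX2 at 0.85 and CDX4 at 0.37. It shares 2 probes with the study's WNT-driven list, those of CDX1 and CDX2.

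Immediate-early and stress genes had a low median as a group under CHIR99021. CCN1, CCN2, JUN and KLF6 passed among 14 detected members, none was higher, and the median of -0.50 lay below all 10000 random lists. It was -0.55 when CHIR99021 was added to BMP4, again below all of them, with CCN1, CCN2 and KLF6 passing. With both treatments against untreated the median was -0.22 (percentile 1.36), and under BMP4 it was 0.20 (percentile 99.6), or 0.25 (percentile 99.4) when BMP4 was added to CHIR99021. Notch pathway genes had a median of -0.73 under CHIR99021 alone, below all random lists, with HES1, LFNG and NRARP lower among 9 detected members, but a median of 0.00 (percentile 47.9) when CHIR99021 was added to BMP4, where no member passed. FGF-ERK feedback genes had a median of -0.31 (percentile 0.14), with PHLDA1 the member that passed, and -0.21 (percentile 1.01) with BMP4 present. They were also low under BMP4 alone (-0.17, percentile 1.67), but not when BMP4 was added to CHIR99021 (0.13, percentile 89.5). Of 16 detected pluripotency genes FOXD3 was lower and 15 did not pass, with POU5F1 at 0.04, NANOG at -0.02 and SOX2 at -0.91 (median -0.10, percentile 14.6). Activin-Nodal-TGFbeta genes went both ways, NODAL and FST higher and LEFTY1 lower (median 0.02). BMP-SMAD targets had a median of -0.13 under CHIR99021 (percentile 15.4), with ID2, MSX1 and ZNF503 higher, while ID1 fell just short of the size rule at its main probe, with 2.00-fold lower, and stood at -0.28 at its second probe.

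The CHIR99021 effect was compared between pairs of arrays in the same way. Of the 99 genes passing under CHIR99021 alone, 87 had the same sign with BMP4 present, a share of 87.9% (exact 95% interval 79.8% to 93.6%), and 35 passed again in the same direction, 18 higher and 17 lower. The 2 effects correlated with r = 0.37 across detected genes. Simulated unchanged arrays gave a mean of 4.73 higher and 4.50 lower genes, with at most 12 and 10. Where another probe of a called gene was detected, 17 of 22 had the same sign (exact 95% interval 54.6% to 92.2%), against 6 of 8 under BMP4 (34.9% to 96.8%).

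With both treatments present, some genes of each single response passed the size rule. SP5 was at least 22.8-fold higher than in untreated cells, EOMES at least 28.0-fold, MSX1 29.0-fold and ID2 18.1-fold. ID1 (7.72-fold), ID3 (6.63-fold), AXIN2 (4.92-fold), NKD1 (at least 5.99-fold), TFAP2A (at least 4.79-fold), HAND1 (at least 4.27-fold), MIXL1 (at least 3.75-fold) and CDX2 (at least 3.16-fold) make up the rest of the 12 largest. The 8 largest decreases were CH25H (5.63-fold), ERRFI1 (4.64-fold), LEFTY1 (4.35-fold), IL6 (3.67-fold), PDGFB (3.26-fold), CCN1 (3.22-fold), HBP1 (3.04-fold) and WNT7A (at least 2.29-fold). In all, 68 genes were higher and 71 lower among 10825 measured. Of the 68, 12 were also higher against untreated under BMP4 but not CHIR99021, 18 under CHIR99021 but not BMP4, 2 under each and 36 under neither. For the 71 lower genes these counts were 2, 23, 3 and 43. This split depends on single genes falling on either side of the size rule. With median scaling the counts were 53 and 119.

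Some genes were higher with both treatments than on each of the other 3 arrays by the size rule. They were 9 in number, CDX2, EBF3, EOMES, ID2, MSX1, NOTUM, PITX1, PLEKHF1 and TFAP2A, and no gene was lower in that way. Each of these comparisons uses the same combined array, so a chance high value there would raise all of them together. EBF3 was detected on the combined array alone. PITX1 and PLEKHF1 fall outside the rule for named genes and are given because the count was looked into after its value was seen. Of 7 detected primitive streak genes, EOMES, MIXL1, NODAL and WNT3 were higher than in untreated cells (median 1.49, above all random lists). The order-statistic interval of that median, -0.04 to 4.87, is again the full range of the 7 genes and holds 0. BMP-SMAD targets had a median of 0.97, with 8 of 17 higher, and WNT-beta-catenin targets 0.68, with 7 of 17 higher. The 16 detected pluripotency genes had a median of -0.27 (percentile 0.26), yet none passed the size rule. NANOG stood at 0.27, POU5F1 at -0.09 and PRDM14 at -0.90.

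Departures from additivity of at least 1 in size were found for 79 genes above and 71 below additivity among 11282. Array noise was estimated from these same departures, so the simulated unchanged arrays do not test their number. The simulated data with a set noise of 0.15 gave 219 such calls among 19846 unchanged genes, which include undetected ones. The 10 largest above were EBF3 (1.85), EHMT1 (1.58), HES1 (1.57), CALML3 (1.5), FBXL19 (1.47), TFAP2A (1.46), KAT5 (1.46), MSX1 (1.43), MAP2K2 (1.38) and ARF6 (1.36). Of these, HES1, KAT5, MSX1 and MAP2K2 were detected on all 4 arrays, and the other departures rest on at least 1 array that did not detect the probe. MSX1 was 1.72-fold higher with BMP4, 6.24-fold with CHIR99021 and 29.0-fold with both, while HES1 was 2.52-fold lower with CHIR99021 alone and stood at -0.21 with BMP4 and 0.02 with both. A second probe of KAT5 gave a departure of -0.11. The 10 largest below were PDE4A (-1.73), LINC03019 (-1.69), BLOC1S1 (-1.68), GPC1-AS1 (-1.59), NFAM1 (-1.54), VPS13A (-1.5), LOC105370068 (-1.43), CREB3 (-1.43), MIAT (-1.38) and FAM221A (-1.38). BLOC1S1, VPS13A and CREB3 were detected on all 4 arrays, and further probes of VPS13A gave -0.37 and -0.27.

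As groups, BMP-SMAD targets had a median departure of 0.39 (percentile 99.9), with GATA3, ID1, MSX1 and TFAP2A passing, and Notch pathway genes one of 0.68, higher than all random lists, with HES1 and NRARP passing. The order-statistic intervals of these medians, -0.14 to 0.85 and -0.34 to 1.30, both hold 0. NRARP was detected on the untreated array alone. WNT-beta-catenin targets had a median departure of 0.13 (percentile 83.8), with DKK1 and NOTUM passing. ID1 had a second probe with a departure of 0.28 against 1.02 at the first. With an offset of 50 the counts of departures were 11 and 2, and without background correction 6 and 1.

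The responses to the single treatments overlapped in few genes. Among 10518 genes measured in both comparisons, which hold 16 of the genes higher under BMP4 and 24 of those higher under CHIR99021, EOMES and ID2 were higher in each against untreated, 2 genes where independent lists would share 0.037 and simulated unchanged arrays with a shared control 0.27. CALML3, LINC00113 and NRARP were lower in each, 3 genes against 0.060 and 0.19. Part of the excess may come from the shared control array, and no gene was called in opposite directions. CALML3 and NRARP were detected on the untreated array alone. Without that array, CALML3 stood at 0.22 with both treatments against CHIR99021 and at 0.23 against BMP4. Across genes the differences from the shared untreated array correlated with r = 0.36, and unchanged arrays gave 0.50. The covariance was 0.0367 against 0.0364 in simulation. The main effects, which do not share chance values when arrays are equally noisy, correlated with r = 0.036. By these, EOMES, ID2 and MSX1 were higher by at least 1 in both, and no gene was lower by at least 1 in both.

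The remaining lists had few or no members past the size rule. Mesoderm genes had HAND1 higher under BMP4 and MSX1 under CHIR99021, with medians of -0.12 and -0.06, and endoderm genes had none (medians -0.11 and -0.19). Ligands, receptors and modulators of WNT signaling had DACT1 higher under CHIR99021, joined by WNT3 with both treatments, and those of BMP signaling had FST higher, joined by BMP7. Members of the p53 (medians 0.05 and 0.08 under BMP4 and CHIR99021), sterol synthesis (-0.04 and -0.16), cell cycle (0.02 and -0.22) and cytoplasmic ribosome and reference lists (-0.04 and 0.04) did not pass in any comparison. The cell cycle median under CHIR99021 lay at percentile 2.09. The unfolded protein and amino acid response had no member past the rule, with a median of 0.19 under CHIR99021 (percentile 97.3) and 0.34 when it was added to BMP4 (above 9998 of 10000 random lists).

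Markers of other cell types were looked at in the same way. Neural genes had a median of -0.25 under CHIR99021 (percentile 4.69) with SOX3 lower, and -0.33 with both treatments (percentile 1.12). Fibroblast or mesenchyme genes, with none passing, had medians of -0.19 under BMP4 (percentile 2.5), -0.16 under CHIR99021 and -0.29 with both (percentile 1.1). When BMP4 was added to CHIR99021 their median was 0.08 (percentile 74.2). In the blood or endothelium list RUNX1 was higher, from an undetected level, among 4 detected genes (median -0.29, and -0.44 with both treatments at percentile 1.97). The 4 detected cardiomyocyte genes had a median of 0.30 under CHIR99021 (percentile 95.4) and -0.50 when BMP4 was added to it (percentile 0.3), with a median departure from additivity of -0.64 (percentile 0.2, interval of the median -0.87 to 0.13), without any passing, and 2 hepatic genes were detected (medians 0.06 under BMP4 and 0.08 under CHIR99021), too few for a percentile.

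The study drew from these arrays a list of 32 WNT-driven genes and a list of 19 BMP-driven genes, which are therefore not independent evidence of their direction. All 19 BMP-driven probes were above 0 under BMP4 and with both treatments, with a median of 1.03 under BMP4 and -0.01 under CHIR99021, and 10 passed the size rule under BMP4. All 32 WNT-driven probes were above 0 under CHIR99021 and with both, with a median of 1.05 under CHIR99021 and 0.03 under BMP4, and 16 passed under CHIR99021. Median departures from additivity were -0.06 for the BMP-driven and 0.07 for the WNT-driven probes.

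**Figure D3:**
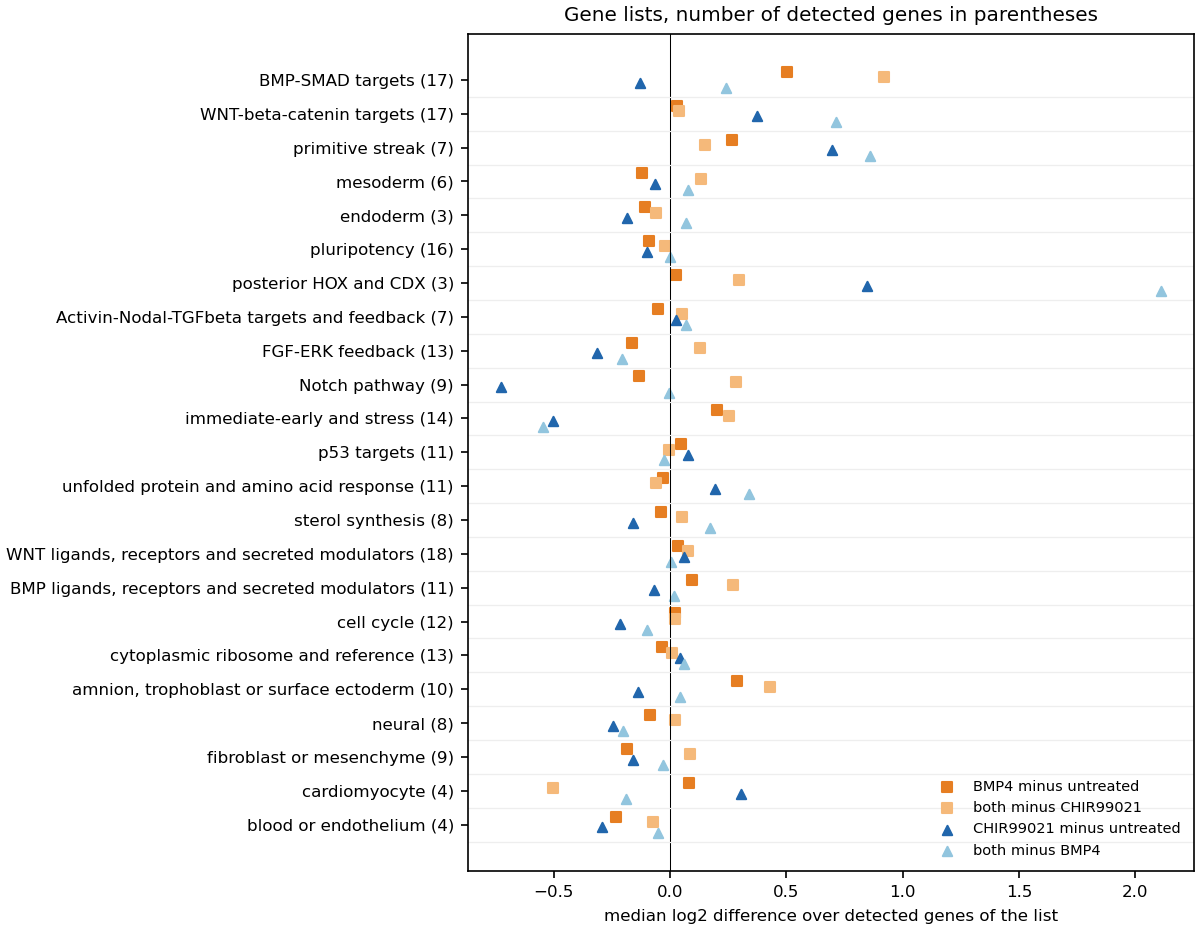
Median log2 difference (horizontal axis) over the detected genes of each fixed list with at least 3 of them, for BMP4 and CHIR99021 alone and in the presence of the other treatment, 1 point per comparison. BMP-SMAD targets stand at 0.50 and 0.92 for BMP4, WNT-beta-catenin targets at 0.37 and 0.71 for CHIR99021, and immediate-early and stress genes at -0.50 and -0.55 for CHIR99021.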

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

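Probes without a gene name in the annotation table were left out of the comparisons, and some of those that are not on the study's lists differed from untreated cells. Some tests below were chosen only after the results they bear on were seen. They are those of the untreated array, of single samples, of the sign of second probes and of the CHIR99021 array. The YAP-TEAD list was itself chosen after the lower genes had been seen, with its test set down before its median was computed.

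The highest of these probes under BMP4 was ILMN_1877939, with a log2 difference of 1.39, which stood at 0.43 when BMP4 was added to CHIR99021. Under CHIR99021 the highest was ILMN_3290035 at 2.35, which stood at 0.46 when CHIR99021 was added to BMP4 and was not detected on the BMP4 array. With both treatments it was ILMN_1738401 at 1.49, detected on all 4 arrays, which stood at 0.85 under BMP4 and 0.84 under CHIR99021. Among 3671 to 3797 such probes measured, 9 were higher and 4 lower under BMP4, 14 and 19 under CHIR99021, and 18 and 11 under both, with no explanation tested.

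Immediate-early and stress genes had a low median with CHIR99021. An unusual untreated array would not lower them in both treatments against BMP4, a comparison without that array, yet their median there was -0.55, at percentile 0 among 10000 random lists. The normalization alone is also argued against, since the highest median over the other 4 scalings was -0.30 for CHIR99021 against untreated. A candidate explanation is a lower output of YAP-TEAD targets, which stays undecided: all 18 detected genes of that list had medians at percentiles 7.62 (CHIR99021 against untreated) and 0.11 (both against BMP4), while the 15 without CCN1, CCN2 and ANKRD1, the genes that prompted the list, lay at 30.0 and 15.4, and a bound set on those 15 leaves out genes that passed and so excludes nothing. Handling of single samples stays open because the list was lower in 2 pairs of arrays that share no array, too few to exclude it. An effect of CHIR99021 on these genes stays open too.

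Departures from additivity may be mostly noise of single probes, since the second probes of such genes had the same sign in 53.8% of 26 cases (exact 95% interval 33.4% to 73.4%). The interval is wide and also allows agreement in most cases, and a second probe is by choice a dimmer one. Across 2798 genes with a second detected probe, departures correlated between probes with r = 0.19, against 0.12 for BMP4 against untreated. BMP-SMAD targets had a median departure of 0.39 as a list, with an interval that holds 0. Dim probes at the floor are not excluded as the reason, because the 7 members detected on all 4 arrays had a median departure of 0.24 at percentile 94.8, just short of 95. The other detected probes of its members had a median departure of 0.21 with an interval from -0.22 to 0.98, the full range of these 4 probes. So few probes leave single-probe noise open. An interaction of BMP4 with CHIR99021 at genes such as MSX1 and TFAP2A stays among the open explanations. Over the 4 other scalings the departure of MSX1 ran from 1.43 to 1.61 and that of TFAP2A from 0.82 to 1.47. Of the 10 largest departures each way, those of MSX1, HES1, MAP2K2 and BLOC1S1 kept a size of at least 1 throughout. The others fell below 1 in size under at least 1 scaling. All scalings use the same probe values, so they do not test noise of single probes.

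Notch pathway genes were lower under CHIR99021 alone and not when it was added to BMP4. Dim probes do not account for the first, since the 6 members detected on all 4 arrays had a median of -0.78, at percentile 0 of random lists of such genes. Noise of single probes could not be tested, with 0 other detected probes among the members. A CHIR99021 array that stands apart for these genes and an effect of CHIR99021 that BMP4 cancels cannot be told apart, because both leave the list near the middle in both treatments against BMP4, where it lay at percentile 47.9, and a single array carries the difference.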

How the results depend on the processing

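Of the 116 alternatives computed for the comparisons' results, 70 stayed within 1.5 times the reported count or within the interval of the reported value, but the split between higher and lower genes turned from 22 and 10 to 16 and 21 for BMP4 with median scaling, and from 36 and 63 to 15 and 4 for CHIR99021 at a log2 difference of at least 1.5. The medians of both target lists stayed within the interval of the reported median under all of them, from 0.22 to 1.24 for BMP-SMAD targets, or 0.15 without the study's probes, and from 0.098 to 0.39 for WNT-beta-catenin targets. These intervals are wide, 0.096 to 1.48 and 0.050 to 1.60. Staying within them is a weak criterion that does not show stable medians, and it also enters the count of 70. The removal of the study's probes was chosen after seeing the data. It takes out members by their values on these arrays and so lowers the medians by construction. The correlation of the main effects ran from 0.021 to 0.052. A detection p below 0.05 and the absence of a filter moved no count by more than 1.5 times. For the genes with the largest increases and decreases against untreated, 52 results in all, none reversed under the alternatives, and all 52 passed the size rule with the authors' values, against 34 without background correction, 43 with offset 50 and 35 where every array compared had to detect the probe. Departures were less frequent among genes detected on all 4 arrays, 52 of 9303, than among those detected on some of them, 98 of 1979, a comparison made after seeing the data, so most of them rest on probes with little signal over background on at least 1 array.

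Where counts moved, they are given as higher and lower genes. With the authors' values, BMP4 gave 41 and 31, CHIR99021 59 higher, departures 129 and 120, and the same-sign shares were lower, 59.7% for BMP4 and 80.6% for CHIR99021. The interval of the BMP4 share held 50% with the authors' values, with averaged probes (69.6%) and at a log2 difference of at least 1.5 (80% of 5 genes). Without background correction, which leaves the background in every value and so shrinks differences, BMP4 gave 5 and 2, CHIR99021 9 and 12, both treatments 26 and 14, and departures 6 and 1. The same-sign shares were then 100% for BMP4 and 95.2% for CHIR99021. An offset of 50, which shrinks differences too, gave 6 and 2 for BMP4, 16 and 18 for CHIR99021, 39 and 23 for both, 11 and 2 for departures, and same-sign shares of 100% and 94.1%. With a detection p below 0.01 required on all arrays compared, a rule that leaves fewer genes, BMP4 gave 10 and 4, CHIR99021 19 higher, both treatments 44 higher, departures 27 and 25, and the CHIR99021 share was 93.9%. Averaging a gene's probes gave 46 lower genes for both treatments and 45 and 41 departures. A log2 difference of at least 1.5 gave 5 and 0 for BMP4, 15 and 4 for CHIR99021, 29 and 9 for both, 3 and 6 departures, and a CHIR99021 share of 100%. Median scaling gave 21 lower genes for BMP4 and 119 for both treatments, while it moved the median of all detected genes to -0.12 and -0.10 in these comparisons. The causes of the other moves were not tested.

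No analysis of paired replicates was possible because each group holds a single array. The pairs of arrays matched on the other treatment were compared without a test.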

Other observations

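Beyond the named genes, some genes passed the size rule for CHIR99021 in both backgrounds, and those given here were picked after their values were seen. Higher in each were PIK3R1, a regulatory subunit of PI3 kinase (log2 difference 1.51 alone and 1.46 with BMP4, its probe not detected on the BMP4 array), the hyaluronan synthase gene HAS3 (1.39 and 1.22) and the lipid phosphatase gene PLPP3 (1.34 and 1.25). Lower in each were the cytokine gene IL11 (-1.05 and -1.17), FLRT3 (-1.14 and -1.11), CXXC4 (-1.13 and -1.10, its probe not detected on either array with CHIR99021) and CYP26A1, which encodes an enzyme that degrades retinoic acid (-1.11 and -1.09).

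LEFTY1 was lower with each treatment and lower still with both, at -0.96 with BMP4, -1.37 with CHIR99021 and -2.12 with both, a departure from additivity of 0.21. LEFTY2 stood at -0.05, -0.31 and -0.10. NODAL, whose product LEFTY proteins antagonise, stood at -0.29 with BMP4 and at 2.16 with CHIR99021 and with both. These values of the 3 genes kept their signs under the 4 other scalings.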
